A study of Mus musculus with 9 samples. Its data were reported in "Group 3 innate lymphocytes make a distinct contribution to type 17 immunity in bladder defence" (2022).

How the data were processed

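RNA was measured in bladders of 9 RAG knockout mice with a urinary tract infection, 1 library per mouse. The labels place 4 libraries in the isotype group and 5 in the anti-Thy1 group. The labels call the mice RAG KO, and the study names Rag2 as the deleted gene. Per the labels, RNA was extracted from whole bladder tissue with an Ambion kit. The labels name a Takara SMARTer kit for the libraries, while the study's methods refer to a protocol that used a TruSeq kit, so the kit is not settled here. The labels and the study also differ in the Thy1 allele named for the antibody, and the group is called anti-Thy1 throughout.

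The authors sequenced the libraries paired-end on an Illumina HiSeq instrument, trimmed reads with Trim Galore!, aligned them to mm10 with HISAT2 and counted them per gene with featureCounts of the Rsubread package. The versions, the gene annotation and the use of strand are not given in the sources used here. The deposited raw table holds whole-number counts per gene, not normalized, for 24421 gene symbols. The deposited normalized table holds a signal per gene, which is the count divided by a size factor per library. It lists 19098 genes, those with a total above 1 count. Multiplying by 1 factor per library gave whole reads for 100% of its values at a tolerance of 0.001, and the factors were the median-of-ratios size factors of DESeq2. All columns of both tables matched 1 sample each.

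Some counts are shared. Among the 14174 genes with a total of at least 100 counts, 72 genes in 33 groups had count rows identical to those of another gene, as near-identical copies have when a read is counted for each. These include Hba-a1 with Hba-a2, so values of such genes are uncertain. Of the gene symbols, 95.0% were found in RefSeq and 95.7% in GENCODE mouse release 21, both on GRCm38, which is mm10. Coordinates are from GENCODE.

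Total counts ranged from 3316669 to 14404426 per library. A count of 0 allows up to 3 counts, which is 0.905 CPM (counts scaled to the library total) in the shallowest library and 0.208 CPM in the deepest. Floors and 95% intervals on counts cover counting error only, since molecules were not tagged.

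Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (robust fit, TMM normalization, filterByExpr, group as the only term, all 9 libraries), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CPM values of genes use the TMM-scaled library sizes. The SE of a log2 fold change is its size divided by the square root of the F statistic. Gene sets were tested with camera of limma 3.58.1, two-sided, with a preset inter-gene correlation of 0.01, for sets with at least 3 tested genes. The same sets were tested with fry and with an estimated correlation. A value per library and set was the mean log2 CPM of its tested genes with a prior count of 2, compared between groups by an exact two-sided permutation test over all 126 splits, whose smallest possible p is 0.0159. Depth was compared by the same test.

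The 17 gene lists were written by hand from general knowledge of the field. Of these, 9 follow processes the study examined and 8 are markers of cell types in the bladder. The list of type 17 and ILC3 cytokines had too few tested genes for the main set test. Designs, lists, the rule for the genes named and the alternatives, apart from 4 added later, were fixed before the data were examined. The rule names 26 genes in every case, of which 1 is not reported here, and 4 library checks. It adds the genes past the threshold or, in a direction with none, the 3 of smallest p, which are then said not to pass. For each set past the threshold it adds the 3 members of smallest p that go in the direction of the set.

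On counts simulated for the anti-Thy1 and isotype comparison over 14337 genes, with 200 changed by 1 or 2 on the log2 scale, the edgeR test recovered 172 (86%) with 9 false calls, and with no gene changed it made 0 calls. DESeq2 1.42.0 recovered 183 with 41 false calls. In the same kind of simulation camera found 10 of 10 changed sets of 15 genes and called 0 of 100 unchanged sets. The simulated genes varied independently, which real genes do not. The 200 changed genes were drawn only from genes above a minimum mean count. The recovery therefore does not hold for genes of fewer reads, such as Ncr1 (108 in isotype and 10 in anti-Thy1 bladders) and Gzma (138 and 22).

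Alternatives covered the normalization, the filter, the test (DESeq2, limma-voom with and without quality weights, limma on the log2 of the normalized values), a surrogate variable from sva 3.50.0, the thresholds, a block on the replicate number, the set test (including fgsea 1.28.0), Reactome sets and the omission of each library. Libraries of one group were compared pairwise and differed by more than sampling noise, so each was counted as 1 sample. No sample or column was left out.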

Results

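To examine how innate lymphoid cells (ILCs, lymphocytes without rearranged antigen receptors) shape the response of the bladder to uropathogenic Escherichia coli (UPEC), bladder RNA was compared between RAG knockout mice, which lack T and B cells, given an isotype control antibody or an anti-Thy1 antibody that depletes ILCs. All mice were infected, so no uninfected background was measured. There were 4 isotype and 5 anti-Thy1 bladders. Total counts were 7316905, 14404426, 10839043 and 11379214 in isotype replicates 1 to 4 and 7296423, 11605913, 8623284, 5293292 and 3316669 in anti-Thy1 replicates 1 to 5. The groups did not differ in depth beyond the spread between bladders (10984897 ± 2905400 against 7227120 ± 3168570 counts, SD, exact permutation p = 0.143), nor in genes detected (17810 ± 253 against 17247 ± 443, SD, exact permutation p = 0.0635).

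The Rag genes and sex-linked genes were examined first. Rag1 (chromosome 2, 101638282 to 101649501, GRCm38) had 4 reads in all, of which 2 were in each group. Rag2 (chromosome 2, 101624718 to 101632529) had reads in every bladder, at 5.15 ± 0.35 CPM (SD, n = 4) in isotype and 4.53 ± 0.87 CPM (SD, n = 5) in anti-Thy1 bladders. Its exons lie within the span of a gene on the opposite strand, and 208 of its 3424 exon bases are shared with exons of other genes, so its count is uncertain and does not test the genotype. Xist was present at 1386 ± 42.6 and 1393 ± 157 CPM (SD), and Ddx3y, on the Y chromosome, had 1 read over the 9 libraries.

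The first question was which genes differ between isotype-treated and ILC-depleted bladders. Of 14337 genes tested with edgeR, 0 passed an adjusted p of 0.05. At an unadjusted p under 0.05 there were 751 genes, 351 higher and 400 lower with anti-Thy1, against 717 that chance would give. This count was not stable. It was 1519 in limma-voom with quality weights, 1258 with a surrogate variable, 464 without isotype replicate 2 and 484 without anti-Thy1 replicate 4. The balance of directions depended on the scaling, with 380 higher and 347 lower under library totals and 321 and 428 under upper-quartile factors. Of the other tests on all 9 bladders, DESeq2 called 10 genes (6 higher and 4 lower) and limma-voom 0. The groups did not overlap for 254 genes (1.77%), and chance gives 1.59%. Leaving out anti-Thy1 replicate 5, the shallowest library, raised the edgeR count to 3 genes and the DESeq2 count to 71.

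In edgeR none of the genes with the smallest p passed the threshold. DESeq2 called each of the genes named here, with adjusted p from 1.38e-06 for Marcksl1 to 0.0184 for Ncr1. The higher ones were Marcksl1, Spp1 and Ccl12. Marcksl1 (chromosome 4, 129513581 to 129515985) had a log2 fold change of 0.47 ± 0.07 (SE, edgeR adjusted p = 0.413), from 82.4 ± 3.61 to 114 ± 4.34 CPM (SD). Spp1 (chromosome 5, 104435118 to 104441050) rose by 4.50 ± 0.73 (SE, edgeR adjusted p = 0.794), from 3.27 ± 1.85 to 70.8 ± 44.0 CPM (SD), and its 5 anti-Thy1 values lay above all isotype values. The lowest, 7.03 CPM in anti-Thy1 replicate 5, was close to the isotype maximum of 5.61 CPM. The other anti-Thy1 values were 65.9 to 130 CPM. Ccl12 changed by 2.22 ± 0.41 (SE), from 6.45 ± 2.56 to 29.9 ± 12.7 CPM (SD). The lower ones were Gzma, Dpysl3 and Ncr1. Gzma (chromosome 13, 113093825 to 113100981) had a log2 fold change of -2.40 ± 0.47 (SE), from 3.34 ± 1.45 to 0.614 ± 0.390 CPM (SD). Dpysl3 had -0.40 ± 0.08 (SE), from 247 ± 18.2 to 187 ± 11.2 CPM (SD). Ncr1 (chromosome 7, 4337724 to 4345164), which encodes the receptor NKp46 of natural killer cells and some ILCs, had -3.01 ± 0.59 (SE, edgeR adjusted p = 0.794), from 2.48 ± 0.78 to 0.427 ± 0.585 CPM (SD), and all 5 anti-Thy1 values lay below the isotype values.

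The study asked whether ILCs supply the type 17 cytokines of the infected bladder. Il17a (chromosome 1, 20730905 to 20734496) had 12 reads in isotype bladders and 0 in anti-Thy1 bladders. Against the 3 counts that a count of 0 allows over the anti-Thy1 group, its pooled isotype level of 0.273 CPM was at least 3.29-fold higher. Of the 12 reads, 9 came from isotype replicate 3, without which the limit was 1.09. The difference in mean CPM had an exact permutation p of 0.0952, and of 0.0357 without isotype replicate 4, the smallest that 3 against 5 can give. Il17f (chromosome 1, 20777146 to 20790617) was 6.10 ± 9.77 CPM (SD, n = 4) in isotype and 0.780 ± 1.37 CPM (SD, n = 5) in anti-Thy1 bladders, a log2 fold change of -3.58 ± 1.36 (SE, edgeR adjusted p = 0.915). Isotype replicate 3 held 20.7 CPM of Il17f, and the other isotype values were 0.548 to 1.73 CPM. Without this bladder the log2 fold change was -1.31. Il22 (chromosome 10, 118204942 to 118210047) was 3.28 ± 4.37 and 1.38 ± 2.51 CPM (SD, exact permutation p = 0.349). Without isotype replicate 3 the difference in Il22 reversed, to 0.284 CPM higher with anti-Thy1. Without anti-Thy1 replicate 5 it was -3.003 CPM (anti-Thy1 minus isotype, exact permutation p = 0.0286, the smallest that 4 against 4 can give). In both genes 4 of 5 anti-Thy1 values lay below all isotype values, and anti-Thy1 replicate 5 was the exception.

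**Figure D1:**
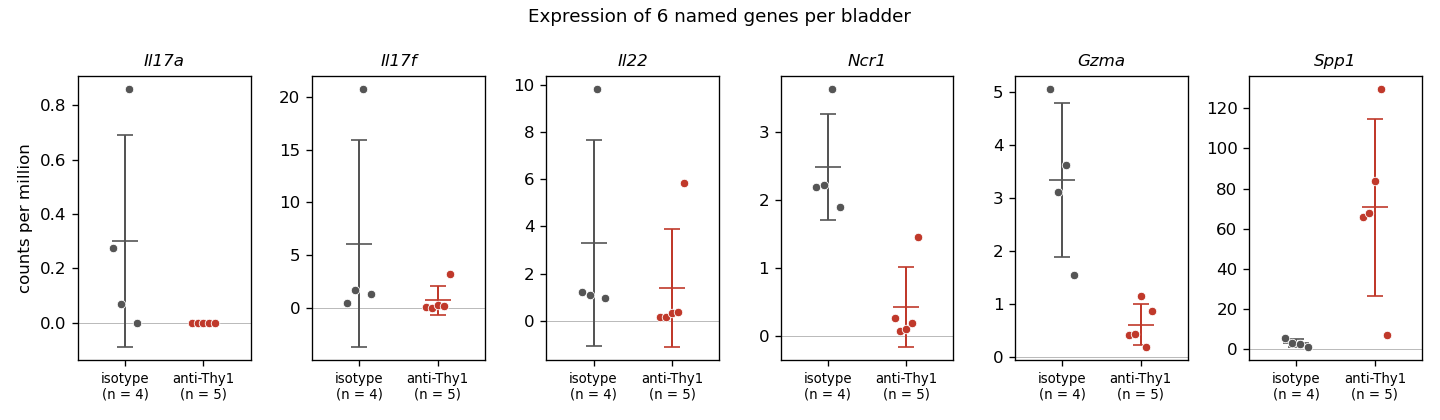
Expression in CPM (vertical axes, each on its own linear scale) of Il17a, Il17f, Il22, Ncr1, Gzma and Spp1 in 4 isotype (grey) and 5 anti-Thy1 (red) bladders. Points are bladders and bars show the mean ± SD. Isotype replicate 3 is the highest bladder for Il17f (20.7 CPM) and Il22 (9.84 CPM), and all 5 anti-Thy1 values of Ncr1 lie below the isotype values.

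The other lymphocyte cytokines were near the limit of detection. Csf2 had 8 reads in isotype and 7 in anti-Thy1 bladders, Ifng 5 and 1, and Il23a 14 and 6, and the differences were not detectable at this depth (exact permutation p = 0.984, 0.175 and 0.302). Ltb was 0.769 ± 0.158 and 1.44 ± 1.40 CPM (SD, exact permutation p = 0.444), with 3.88 CPM in anti-Thy1 replicate 1, without which the difference was 0.0606 CPM, and its receptor gene Ltbr was 73.2 ± 4.04 and 71.1 ± 2.63 CPM (SD, edgeR adjusted p = 0.967). Thy1 transcripts (chromosome 9, 44043384 to 44048579) were 37.6 ± 3.85 and 34.9 ± 5.36 CPM (SD, edgeR adjusted p = 0.940). Of the lymphocyte genes, Cd3e had 3 reads in isotype and 0 in anti-Thy1 bladders, within the limit a count of 0 allows. Il7r was 4.13 ± 2.68 and 5.02 ± 1.73 CPM (SD, edgeR adjusted p = 0.967). Gata3, which the study used to mark a kind of ILC, was 147 ± 22.4 and 190 ± 56.6 CPM (SD, edgeR adjusted p = 0.915). It was highest in anti-Thy1 replicate 2 (273 CPM), the bladder with the highest urothelial markers (mean log2 CPM 7.92). Whole bladder does not show which cells carry Gata3, so its level says little about ILCs.

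Of the 26 genes listed in advance, 19 could be tested. In edgeR on all 9 bladders, 1 gene passed when adjusted over the list alone, Ncr1, with an adjusted p of 0.00631. Adjusted over all genes 0 passed there. Ncr1 did pass over all genes in DESeq2 (adjusted p = 0.0184) and in edgeR without anti-Thy1 replicate 5 (0.0357). The list was drawn up from the topics of the study, whose authors worked on these libraries, so the count over the list is not independent evidence.

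Antimicrobial and inflammatory genes varied widely between bladders. Reg3g was 90.1 ± 36.5 and 75.6 ± 26.3 CPM, Lcn2 18.7 ± 12.9 and 52.9 ± 77.9 CPM, and Ptx3 17.6 ± 21.6 and 9.55 ± 8.66 CPM in isotype and anti-Thy1 bladders (SD). S100a8 was 5.10 ± 3.07 and 19.4 ± 29.5 CPM, S100a9 44.4 ± 34.1 and 186.0 ± 301 CPM, and Il1b 57.1 ± 41.1 and 73.3 ± 79.7 CPM (SD). None of these passed the edgeR test, and the largest log2 fold change among them was 2.08 ± 1.05 (SE) for S100a9. Single bladders decided several sizes and signs. Without anti-Thy1 replicate 1 the log2 fold change of S100a9 went from 2.08 to 0.25, that of S100a8 from 1.97 to 0.36, that of Lcn2 from 1.51 to -0.03 and that of Il1b from 0.37 to -0.59. Without isotype replicate 3 that of Ptx3 went from -0.87 to 0.48 and that of Reg3g from -0.27 to 0.01. Tnfsf15 was 1.26 ± 0.68 and 1.18 ± 0.73 CPM and Il18 9.63 ± 3.46 and 12.1 ± 4.25 CPM (SD). Mki67, a proliferation gene, was 106 ± 49.8 and 75.0 ± 22.1 CPM (SD). Among macrophage genes, Arg1 rose from 15.0 ± 9.18 to 74.7 ± 67.1 CPM (SD, log2 fold change 2.32 ± 0.70 SE, edgeR adjusted p = 0.915), Cd163 was 32.6 ± 10.1 and 17.5 ± 9.53 CPM, and Mrc1 218 ± 73.1 and 213 ± 99.6 CPM (SD). None passed the adjusted threshold.

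The second question was which processes shift as a whole. With camera, 12 of the 16 sets tested passed an adjusted p of 0.05, but under fry and under an estimated correlation 0 did, so each call depends on the preset correlation of 0.01. Innate lymphocyte markers were lower with anti-Thy1 (camera adjusted p = 4.26e-14, median log2 fold change -0.74, 13 of 14 genes lower), led by Gzma, Ncr1 and Il2rb, of which Il2rb had -2.12 ± 0.45 (SE). Their value per bladder was 1.78 ± 0.41 in isotype and 0.811 ± 0.491 in anti-Thy1 bladders (mean log2 CPM, SD), the only set whose difference had an exact permutation p under 0.05 (0.0317). Adjusted over the 16 sets this was 0.508, but with a smallest possible p of 0.0159, 1 set alone could not pass this adjustment. The fry p was 0.0180 unadjusted and 0.288 adjusted.

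Type I interferon-stimulated genes were higher with anti-Thy1 in camera (adjusted p = 1.61e-19, median log2 fold change 0.62, 30 of 30 genes higher), led by Rsad2, Cmpk2 and Ifi35. Their value per bladder was 6.27 ± 0.76 and 6.97 ± 0.53 (mean log2 CPM, SD, exact permutation p = 0.127). Interferon gamma-responsive genes were higher as well (camera adjusted p = 0.00592, median 0.27, 22 of 33 genes higher), led by Cxcl10, Irgm1 and Tgtp2, the last a gene with a near-identical copy. Their value per bladder was 5.32 ± 0.34 and 5.39 ± 0.20 (mean log2 CPM, SD, exact permutation p = 0.746), and it reversed without isotype replicate 4. The camera call was lost without isotype replicate 4 (adjusted p = 0.530), anti-Thy1 replicate 4 (0.0686) or anti-Thy1 replicate 5 (0.0732). In this list 7 of 7 genes of MHC class II presentation, singled out after their values were seen, were lower with anti-Thy1, under each scaling and omission, from -1.36 for Ciita (unadjusted p = 0.0432, adjusted p = 0.915) to -0.57 for H2-DMa, and 22 of the other 26 were higher. Cell cycle genes were lower with anti-Thy1 (camera adjusted p = 2.72e-14, median -0.40, 43 of 46 genes lower), led by Rrm2, Uhrf1 and Kif23. Their value per bladder was 3.15 ± 0.35 and 2.80 ± 0.29 (mean log2 CPM, SD, exact permutation p = 0.159).

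Antimicrobial peptides (camera adjusted p = 0.0397), IL17-responsive genes (0.00962) and M1 macrophage markers (0.00692) were higher with anti-Thy1. They were led by Saa3, S100a8 and S100a9, by Ccl7, Ccl2 and Saa3, and by Fpr2, Cxcl10 and Tnf. Per bladder these sets differed by less than the spread between mice (exact permutation p = 0.508, 0.540 and 0.413). The 3 camera calls were lost without isotype replicate 4 (0.522, 0.604 and 0.402) and without anti-Thy1 replicate 1 (0.505, 0.804 and 0.262). Those of the first 2 sets were also lost without isotype replicate 1 (0.0546 and 0.0549), and that of antimicrobial peptides without isotype replicate 2 (0.125) or anti-Thy1 replicate 4 (0.0686). M2 macrophage markers did not pass (camera adjusted p = 0.180, median log2 fold change 0.06), except without isotype replicate 3 (0.0416) or anti-Thy1 replicate 2 (0.00233).

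Of the cell type lists, macrophage markers (C1qb, Cd68, C1qa), neutrophil markers (Mmp8, Retnlg, Padi4) and erythrocyte genes (Hba-a1, Hba-a2, Hbb-bt) were higher in camera, with adjusted p of 5.58e-06, 2.46e-04 and 9.995e-04. Smooth muscle markers (Myh11, Tagln, Synm) and fibroblast markers (Pi16, Pdgfra, Col3a1) were lower, with adjusted p of 6.05e-09 and 0.00204. Myh11 was 12812 ± 1660 CPM in isotype and 9046 ± 1822 CPM in anti-Thy1 bladders (SD, log2 fold change -0.50 ± 0.16 SE). Monocyte, urothelial and adipocyte lists did not pass (camera adjusted p = 0.180, 0.104 and 0.115). Without anti-Thy1 replicate 1 the calls of neutrophil (0.185) and fibroblast markers (0.166) were lost and urothelial markers passed (3.10e-04), as they did without isotype replicate 4 (0.00715). Adipocyte markers passed without anti-Thy1 replicate 2 (1.84e-15), and monocyte markers without isotype replicate 1 (0.00215), anti-Thy1 replicate 2 (0.0365) or anti-Thy1 replicate 5 (0.0364). These were higher with anti-Thy1. Per bladder the smallest exact permutation p among these cell type lists was 0.0794, for smooth muscle.

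**Figure D2:**
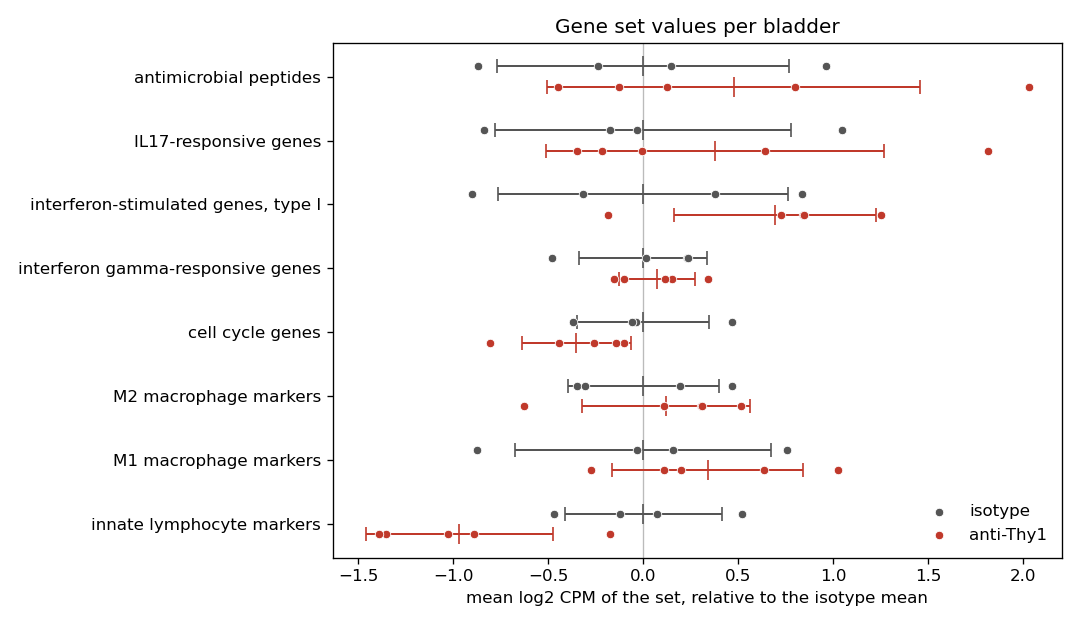
Mean log2 CPM of 8 gene sets per bladder, relative to the isotype mean (horizontal axis), in 4 isotype (grey) and 5 anti-Thy1 (red) bladders. Points are bladders and bars show the mean ± SD. The groups overlap in all 8 sets, and 4 of the 5 anti-Thy1 bladders lie below every isotype bladder for the innate lymphocyte markers.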

Values the study reported

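The study sequenced bladders taken 24 h after infection. Its enrichment analysis gave lower responses to interferon gamma and interferon alpha and higher pathways of proliferation in the depleted group. Deconvolution pointed to more M2 macrophage genes with depletion, and a signature of macrophages stimulated with IL17 was enriched in the isotype group. Among single genes, depletion lowered Ltb and Il17, the latter significantly. Il22 was lower as well, though the mice disagreed more, and for antimicrobial peptides the groups were close. Apart from sequencing, the study measured more bacteria per bladder with depletion. By flow cytometry it counted fewer macrophages high in their surface marker and more Ly6C-high monocytes. Cells of this lineage with high MHC class II were fewer, and neutrophils were similar.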

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

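The tests of depth, of neutrophil, erythrocyte, adipocyte and lymphocyte markers, of the type 17 response, of Malat1, of the interferon list, of single reads and of unspliced transcripts below were chosen after the values were seen. How the tests of Tagln and of the position between the groups were read was also settled then. In all, 167 groups of 4 or 5 values were examined for a bladder far from the rest, and 22 stood out where chance gives about 8.35. Of the 22, 9 were anti-Thy1 replicate 1.

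Anti-Thy1 replicate 1 lay far above the rest of its group for Lcn2 (192 CPM), S100a8 (71.8), S100a9 (723), Il1b (215), Saa3 (135), Mmp8 (55.2), Retnlg (16.6) and Ltb (3.88), for example with S100a9 at 16.7 to 83.5 CPM in the other 4. Its total of 7296423 counts lies within its group, which argues against depth as the cause. The mean of the 9 neutrophil markers outside these genes was also highest in this bladder of all 9 (log2 CPM 5.62, the others 2.96 to 4.47). Not every marker was, since Padi4 was highest in anti-Thy1 replicate 4 (37.1 CPM, the other anti-Thy1 bladders 22.2 to 27.3). More neutrophils in this bladder is a candidate explanation. Bacterial load per mouse was not analysed here, and a difference in infection between mice stays open. The study reports more bacteria in depleted than in isotype bladders. A heavier infection therefore also stays open for genes that were higher with anti-Thy1.

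Anti-Thy1 replicate 5 lay above its group for Il17f (3.22 CPM), Il22 (5.86 CPM) and Ncr1 (1.47 CPM), with 0 to 0.345, 0.139 to 0.382 and 0.0870 to 0.277 CPM in the other 4. It is the shallowest library. Counting noise is argued against by the 13 other lymphocyte markers. This library gave 13.7% of their reads in the group (exact binomial 95% interval 11.9% to 15.6%, p = 3.51e-08) and 9.18% of all counts. Their mean log2 CPM was 1.67, against 0.514 to 1.08 in the other 4 and 1.33 to 2.32 in isotype bladders. Not every marker was raised. Of the 3 genes that led the list, Ncr1 was, but Gzma (0.879 CPM, 3 reads) and Il2rb (1.47 CPM, 5 reads) were not. The other 4 anti-Thy1 bladders had 0.191 to 1.15 CPM of Gzma and 0.382 to 2.07 CPM of Il2rb. Picked after their values were seen, Spp1 (7.03 CPM), Ccl12 (11.1), Ccl7 (17.0) and Ccl2 (23.4) were lowest of the group in this bladder. None of these lay far enough from the rest to stand out. The other 4 had 65.9 to 130, 28.4 to 46.4, 33.3 to 60.8 and 51.0 to 120 CPM. The isotype maxima were 5.61, 8.39, 18.7 and 23.0 CPM. Incomplete depletion in this mouse may explain the raised values. A wrong label cannot be told apart from it. On 100 genes chosen without the library and outside the lymphocyte lists, its position between the group means (0 isotype, 1 anti-Thy1) was 0.153, but isotype bladders took 0.315 to 0.588 and the other anti-Thy1 bladders 0.264 to 1.10, so the measure did not separate the groups.

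Isotype replicate 3 lay above its group for Il17f (20.7 CPM), Il22 (9.84 CPM) and Ptx3 (49.96 CPM). Its depth of 10839043 counts lies within its group. Its IL17-responsive genes were the highest of the isotype group (mean log2 CPM 5.27, the others 3.39 to 4.19). But the list was higher still in anti-Thy1 replicate 1 (6.04), which had 0 reads of Il17a and 1 each of Il17f and Il22. The list therefore does not follow these cytokines alone and cannot decide. A stronger type 17 response in isotype replicate 3 is a candidate explanation, and the design names no factor that would account for it.

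Isotype replicate 4 had the highest Hbb-bt of its group (32.6 CPM, the others 13.5 to 15.3). The 4 erythrocyte genes with other counts were also highest there within the group (mean log2 CPM 5.51, the others 4.66 to 5.05), which is consistent with more blood in the piece. Its Tagln was lowest (1023 CPM, the others 1136 to 1150). Of 12 other smooth muscle markers 5 were lowest there, too few to decide on less muscle. No biological explanation was tested for either.

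Adipocyte markers were low in anti-Thy1 replicate 2 (mean log2 CPM 0.295, the others 3.73 to 4.66). It is the deepest library of its group at 11605913 counts, which argues against depth. Of the 11 adipocyte genes, 9 were lower there than in all other 8 libraries. Less fat attached to this piece is a candidate explanation, and no biological one was tested.

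In anti-Thy1 replicate 4 the ribosomal precursor Rn45s took 3.60% of counts, against 1.74% to 2.20% in the rest of its group. Its Malat1 share of 2.45% lay within the group, which argues against more nuclear RNA of all kinds. How well ribosomal RNA was removed from this library was not tested. Cxcl10 was also highest there (40.5 CPM, the others 16.4 to 23.2). The type I list, which does not hold Cxcl10, was highest there too (mean log2 CPM 7.52), so a stronger interferon response in this mouse is a candidate explanation.

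Ifng in anti-Thy1 replicate 2 (0.0870 CPM), Rag1 in isotype replicate 4 (0.173 CPM) and Ddx3y in anti-Thy1 replicate 1 (0.139 CPM) stood out from groups otherwise at 0. The largest of these counts was 2 reads. Counting noise of 1 or 2 reads is consistent with this, since a count of 0 allows 3 counts.

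Rag2 had 384 reads over the 9 libraries, 16 to 69 in each, above the 3 counts that a count of 0 allows. The mice are knockouts of Rag2 per the study, and no wild type was sequenced here. Of the 3424 exon bases of Rag2, 208 are shared with exons of other genes, and 3424 lie inside the gene B230118H07Rik on the opposite strand, whose unspliced reads could be counted for Rag2 if strand was not used. These sources and exons left in the knockout allele cannot be told apart, because gene counts do not show where in Rag2 the reads lie.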

How the results depend on the processing

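The alternatives chosen after seeing the data were the reads recovered from the normalized table, the fit without robust dispersions, DESeq2 with each bladder left out and fgsea ranked by the DESeq2 statistic.

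The count of 0 genes past the adjusted threshold in edgeR stayed at 0 under RLE and upper-quartile factors, library totals, no filter, a mean count of at least 10, limma-voom with and without quality weights, limma on the normalized values, a surrogate variable, recovered reads, no robust fit, an adjusted p under 0.1 and a log2 fold change of at least 1. DESeq2 called 10 genes. They were Marcksl1, Spp1, Ccl12, Ccl7, Abca1 and Glrx, higher with anti-Thy1, and Dpysl3, Gzma, Il2rb and Ncr1, lower, with Abca1 and Glrx named after their values were seen. With a bladder left out, the counts over edgeR and DESeq2 ranged from 0 to 71. In DESeq2, 21 genes were called without isotype replicate 1, 4 without 2, 5 without 3 and 9 without 4, and 9, 15, 9, 3 and 71 without anti-Thy1 replicates 1 to 5. Marcksl1, Spp1 and Ccl12 were called in all 9 of these fits, and Ncr1 in 1. In edgeR a count other than 0 arose only without anti-Thy1 replicate 5, with 3 genes: Spp1, Ncr1 and Nup210, the last named after its values were seen. At an unadjusted p under 0.05 the omissions gave 464 to 1163 genes over both tools, the highest in DESeq2 without anti-Thy1 replicate 5. The 71 DESeq2 calls made without this bladder held all 10 of those made with it. The cause was not tested beyond the lymphocyte markers of that bladder. Spp1, Ccl12, Ccl7 and Ccl2 were also lowest of the anti-Thy1 group there.

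The numbers 1 to 4 in the titles did not pair the bladders, since the deviations of same-numbered bladders correlated at 0.066, -0.021, -0.373 and -0.213. With the number as a block, in 8 bladders, 0 genes passed. Interferon gamma-responsive genes reversed under this block (camera adjusted p = 0.394, lower with anti-Thy1) and so did Xist (log2 fold change -0.052), while monocyte markers passed (0.0127, higher with anti-Thy1).

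For the sets, an estimated correlation left 0 camera calls. The adjusted p became 0.452 for antimicrobial peptides, 0.564 for IL17-responsive genes, 0.282 for type I interferon-stimulated genes, 0.452 for interferon gamma-responsive genes, 0.282 for cell cycle genes, 0.452 for M1 macrophage markers and 0.161 for innate lymphocyte markers. Under fry these were 0.603, 0.627, 0.425, 0.573, 0.369, 0.573 and 0.288. With fgsea on the edgeR statistic IL17-responsive genes (0.138) and M1 macrophage markers (0.0778) no longer passed. With fgsea on the DESeq2 statistic IL17-responsive genes did not pass (0.0943) and M2 macrophage markers did (0.0345, higher with anti-Thy1). On the edgeR and DESeq2 statistics urothelial (0.0174 and 0.0226) and adipocyte markers (3.57e-04 and 0.00113) passed too, higher with anti-Thy1. The cause was not tested. Reactome sets gave the same directions and passed, at 0.00167 for type I interferon, 1.16e-04 for interferon gamma and 1.16e-04 for the mitotic cell cycle, although fry gave 0.158, 0.346 and 0.0302 unadjusted.

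Leaving out each bladder kept the camera call of type I interferon-stimulated genes, cell cycle genes and innate lymphocyte markers in 9 of 9 omissions each. The adjusted p ranged from 7.81e-04 to 0.522 for antimicrobial peptides, from 1.09e-06 to 0.804 for IL17-responsive genes, from 6.75e-06 to 0.530 for interferon gamma-responsive genes, from 0.00233 to 0.640 for M2 macrophage markers and from 7.19e-07 to 0.402 for M1 macrophage markers. For antimicrobial peptides the call was lost without isotype replicates 1, 2 or 4 or anti-Thy1 replicates 1 or 4, and for IL17-responsive genes without isotype replicates 1 or 4 or anti-Thy1 replicate 1. Interferon gamma-responsive genes lost it without isotype replicate 4 or anti-Thy1 replicates 4 or 5, and M1 macrophage markers without isotype replicate 4 or anti-Thy1 replicate 1. M2 macrophage markers passed without isotype replicate 3 or anti-Thy1 replicate 2. Monocyte markers (0.00215 to 0.804) reversed without isotype replicate 4 and urothelial markers (3.10e-04 to 0.458) without anti-Thy1 replicate 2. Neutrophil (2.87e-06 to 0.185) and fibroblast markers (1.19e-06 to 0.166) lost their calls without anti-Thy1 replicate 1, and adipocyte markers (1.84e-15 to 0.611) passed without anti-Thy1 replicate 2.

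Of the values per bladder, the difference in innate lymphocyte markers ranged from -1.18 to -0.79, and its exact permutation p stayed under 0.05 only without isotype replicate 4 or anti-Thy1 replicate 5. Without another isotype bladder it was 0.0714, and without another anti-Thy1 bladder 0.0571. With groups this small only the smallest possible p lies under 0.05, and these are the next values. The lost calls therefore do not show that the difference is unstable. Cell cycle genes (-0.48 to -0.20) passed without isotype replicate 3 and macrophage markers (0.22 to 0.46) without isotype replicate 1 (exact permutation p = 0.0357 for both). The sign changed for interferon gamma-responsive genes (-0.089 to 0.15), urothelial markers (-0.039 to 0.18) and adipocyte markers (-0.24 to 0.85, and -0.15 with a prior count of 0.5). The difference in depth kept its direction and did not pass in any omission or without the 10 genes of highest count.

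Of 1747 recomputed values of 62 named genes, 1641 stayed on the same side of the threshold in the same direction, 68 of 16 genes passed where they had not, and 38 of 9 genes changed sign. With a bladder left out, the log2 fold change ranged from -0.48 to 0.017 for Reg3g, -0.033 to 2.08 for Lcn2, -1.57 to 0.48 for Ptx3, -0.59 to 0.98 for Il1b, -0.62 to 0.30 for Tnfsf15, -0.27 to 0.16 for Mrc1 and -0.049 to 0.059 for Xist. Without a change of sign it ranged from -3.93 to -0.82 for Il17f, 0.32 to 2.46 for S100a8 and 0.22 to 2.75 for S100a9. Il17f fell under the filter without anti-Thy1 replicate 5. The difference in mean CPM ranged from -3.003 to 0.284 for Il22 and from -0.0485 to 0.0470 for Csf2. For Cd3e it passed without isotype replicate 3 (-0.0979, exact permutation p = 0.0357). Mrc1 also changed sign with quality weights (0.11) and Xist with upper-quartile factors (-2.12e-05) and without a filter (-5.98e-04). The cause was not tested.

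Depth limits what can be said of Il17a, Il22, Csf2, Ifng, Il23a, Ltb and Cd3e, which fell under the filter. Without the filter the 8 type 17 and ILC3 cytokines that could then be tested together had a camera p of 0.295, lower with anti-Thy1.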

Other observations

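The tests of omitted bladders, Reactome sets, swapped labels, Thy1, macrophage and monocyte markers, the summed lymphocyte genes and the fit on depth below were chosen after the values were seen, and how the thinned difference was read was settled then too.

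For innate lymphocyte markers other splits rarely gave as much. Of 100 splits of the 9 bladders into 4 and 5, the real one included, 3 gave a camera p for them as small as the real split. But 16 sets were examined, and thinned to one depth the difference did not pass, so chance is not excluded. The exact permutation p adjusted over the sets (0.508) does not decide. Its smallest possible unadjusted value of 0.0159 cannot pass for 1 set alone among 16. For the other sets chance cannot be excluded: the number of splits with a p as small was 6 for smooth muscle, 9 for cell cycle, 17 for type I interferon, 17 for macrophage, 23 for erythrocyte, 27 for fibroblast, 38 for neutrophil, 42 for interferon gamma, 42 for M1, 51 for antimicrobial peptide, 60 for IL17-responsive, 63 for M2, 64 for monocyte, 66 for adipocyte and 70 for urothelial genes. As many genes at an unadjusted p under 0.05 as the 751 found by edgeR were given by 35 splits, and as many calls as the 10 of DESeq2 by 24.

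The loss of innate lymphocyte markers was tested against depth, since anti-Thy1 libraries were shallower on average. With all libraries thinned to 3316669 counts the difference was -0.76 on the log2 scale against -0.97 unthinned, with an exact permutation p of 0.0794. Summed over the 31 listed genes in the data, which does not depend on a prior count, they were 75.6 ± 23.4 CPM (SD, n = 4) in isotype and 45.4 ± 11.7 CPM (SD, n = 5) in anti-Thy1 bladders (exact permutation p = 0.0476). In a fit on group and log2 depth the difference at equal depth was -1.27 (95% interval -2.08 to -0.47, permutation p = 0.0159), and -1.196 without anti-Thy1 replicate 5 (permutation p = 0.0075), with 9999 reassignments of the residuals of a fit on depth alone. The deepest anti-Thy1 library had 0.426 and the shallowest 1.604 (mean log2 CPM), against 1.31 to 2.30 in isotype bladders. Depth is argued against as the whole cause, although the thinned difference alone did not pass. Depletion by the antibody, which the design names, stays a hypothesis.

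Thy1 transcripts differed by a log2 fold change of -0.10, with a lower 95% limit of -0.40, while the median innate lymphocyte marker fell by 0.74. Of the 14 markers 13 were lower, most of all Ncr1 (-3.01), Gzma (-2.40) and Il2rb (-2.12), and Il7r was higher (0.25). The list therefore does not give the loss of ILCs as a whole. The limit for Thy1 cannot exclude ILCs as the main source of its transcripts in the infected bladder. Thy1 mRNA did not fall as far as the median marker, so in whole bladder it may say little about depletion.

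The interferon lists were higher and the cell cycle list lower with anti-Thy1, the opposite of the directions the study described, while Il17a and Il17f went the way it described. Ltb, which it described as lower, was not lower here (0.769 and 1.44 CPM in isotype and anti-Thy1 bladders, exact permutation p = 0.444), but anti-Thy1 replicate 1 carries the difference, which was 0.0606 CPM without it. Within the interferon gamma list, 7 of 7 genes of MHC class II presentation, singled out after their values were seen, were lower with anti-Thy1. This is the direction the study described for the response, so that list does not move as one. By flow cytometry the study also counted fewer cells with high MHC class II after depletion. Fewer such cells and a weaker response to interferon gamma cannot be told apart here. The study's text gives fewer anti-Thy1 bladders than the labels do. Omitting each of the 5 in turn changed the direction of 0 of the 3 sets, which argues against a bladder left out, alone, as the cause. With the replicate number as a block, in 8 bladders without anti-Thy1 replicate 5, the interferon gamma list was lower with anti-Thy1 (camera adjusted p = 0.394). On all 9 bladders Reactome sets of the same processes went the same way as the lists in 3 of 3, so the directions did not rest on the hand-written lists alone. Their median log2 fold changes were small, at 0.18 for both interferon sets and -0.04 for the cell cycle. The choice of genes stays open for the interferon gamma list, whose genes of MHC class II presentation went the other way. Swapped groups are argued against by the innate lymphocyte list, 0.97 lower on the log2 scale in the bladders labelled anti-Thy1 (-0.97, anti-Thy1 minus isotype). The sign of the study's ranking, its hallmark sets and other settings of its enrichment analysis were not tested. Since chance is not excluded for any of the 3 sets, neither direction is established by these 9 bladders.

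Spp1, Ccl2, Ccl7, Ccl12 and Arg1, picked after their values were seen, were higher with anti-Thy1, with log2 fold changes of at least 1.72. Of 23 macrophage and monocyte markers 18 were higher, with a median of 0.35, and 0 rose as far as the least raised of the 5 genes. Since the 5 were picked for their rise, this does not decide. By flow cytometry the study counted fewer macrophages of the class it gated and more Ly6C-high monocytes with depletion. A larger number of such macrophages is not what those counts show, though whether the sequenced mice were among them is not stated. More monocytes, the higher bacterial load the study reports, and a change of state in these cells or in others cannot be told apart. None of the 5 passed the edgeR test.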
